# Yeast *IME2* Functions Early in Meiosis Upstream of Cell Cycle-Regulated SBF and MBF Targets

**DOI:** 10.1371/journal.pone.0031575

**Published:** 2012-02-29

**Authors:** George S. Brush, Nicole A. Najor, Alan A. Dombkowski, Daniela Cukovic, Kara E. Sawarynski

## Abstract

**Background:**

In *Saccharomyces cerevisiae*, the G1 cyclin/cyclin-dependent kinase (CDK) complexes Cln1,-2,-3/Cdk1 promote S phase entry during the mitotic cell cycle but do not function during meiosis. It has been proposed that the meiosis-specific protein kinase Ime2, which is required for normal timing of pre-meiotic DNA replication, is equivalent to Cln1,-2/Cdk1. These two CDK complexes directly catalyze phosphorylation of the B-type cyclin/CDK inhibitor Sic1 during the cell cycle to enable its destruction. As a result, Clb5,-6/Cdk1 become activated and facilitate initiation of DNA replication. While Ime2 is required for Sic1 destruction during meiosis, evidence now suggests that Ime2 does not directly catalyze Sic1 phosphorylation to target it for destabilization as Cln1,-2/Cdk1 do during the cell cycle.

**Methodology/Principal Findings:**

We demonstrated that Sic1 is eventually degraded in meiotic cells lacking the *IME2* gene (*ime2Δ*), supporting an indirect role of Ime2 in Sic1 destruction. We further examined global RNA expression comparing wild type and *ime2Δ* cells. Analysis of these expression data has provided evidence that Ime2 is required early in meiosis for normal transcription of many genes that are also periodically expressed during late G1 of the cell cycle.

**Conclusions/Significance:**

Our results place Ime2 at a position in the early meiotic pathway that lies upstream of the position occupied by Cln1,-2/Cdk1 in the analogous cell cycle pathway. Thus, Ime2 may functionally resemble Cln3/Cdk1 in promoting S phase entry, or it could play a role even further upstream in the corresponding meiotic cascade.

## Introduction

Gametogenesis includes the specialized process of meiosis whereby haploid cells are generated from diploid precursors. This reduction in ploidy is achieved through one round of DNA replication during “pre-meiotic” S phase followed by two successive rounds of chromosome segregation during the meiotic divisions. As in the mitotic cell cycle, commitment to DNA replication in meiosis involves a highly orchestrated sequence of events to ensure that the genome is efficiently and accurately duplicated. While considerable insight into the regulatory processes that control S phase entry during the cell cycle has been elucidated, the analogous meiotic process has not been clearly defined.

The budding yeast *Saccharomyces cerevisiae* has been an invaluable model for characterizing fundamental cell cycle processes, including those that govern S phase entry. This system has also contributed greatly to our understanding of meiosis, which is linked to sporulation in *S. cerevisiae*. Based on our current knowledge, cell cycle and meiotic events that immediately precede initiation of DNA replication in *S. cerevisiae* appear to be conserved. Focusing specifically on CDK, both processes require the B-type cyclin/CDK complexes Clb5,-6/Cdk1, which in the cell cycle and meiosis are rendered active through destruction of the B-type cyclin/CDK inhibitor Sic1 [1]–[4]. Recently, we have shown that B-type cyclin/CDK activities, presumably Clb5,-6/Cdk1-mediated, function to prevent re-initiation of DNA replication after normal origin firing during meiosis [5] as they do during the cell cycle [6]. While the mechanisms by which these Cdk1 activities operate to control DNA replication during meiosis have not been characterized, it is likely that they function as they do during the cell cycle by catalyzing phosphorylation of various DNA replication proteins to regulate activation of the MCM replicative helicase (see [7]). In addition to CDK, the Dbf4-dependent Cdc7 protein kinase (DDK) is required for proper initiation of DNA replication during both the cell cycle and meiosis [8]–[10]. The key target of DDK during the cell cycle is the MCM complex [7], but, as in the case of CDK, the DDK mechanism during meiosis has not been well defined.

In contrast to the processes that directly impinge on replication origin firing and prevention of inappropriate re-firing, the upstream regulatory events that set these mechanisms into motion during the cell cycle and meiosis are considerably different. G1 cyclin/CDK complexes coordinate progression from G1 to S phase during the cell cycle. Cln3/Cdk1 can be considered the apical kinase in this pathway, as its activity in late G1 leads to transcription of genes that control S phase progression and DNA replication [11]–[13]. One mechanism by which Cln3/Cdk1 achieves this upregulation is by catalyzing phosphorylation of the transcriptional repressor Whi5, which is an orthologue of the human tumor suppressor retinoblastoma protein (RB) [14], [15]. Upon its phosphorylation in late G1, Whi5 is released from its interaction with the SBF transcription factor, which is composed of the Swi4 DNA-binding protein and the Swi6 cofactor [16] and is orthologous to the human transcription factor E2F (see [14], [15]). Once free of Whi5, SBF can activate transcription of many genes required for progression into S phase, such as *CLN1* and -*2* that encode Cln1 and -2 [17], [18]. Cln3/Cdk1 also functions to activate the MBF transcription factor composed of the Mbp1 DNA-binding protein and Swi6 [19]. Unlike SBF, MBF remains bound to promoters and represses transcription outside of G1 phase; Cln3/Cdk1 is required to relieve this repression during G1 through an as yet undefined mechanism [20]. Many of the genes upregulated through MBF de-repression encode proteins involved in DNA replication and repair [21]. Nonetheless, several genes (including *CLN1*) are regulated by both SBF and MBF [22]. The consensus binding sites for SBF and MBF are referred to as the Swi4 cell cycle box (SCB) and MluI cell cycle box (MCB), respectively. For most direct targets of SBF or MBF, at least one copy of the corresponding cell cycle box sequence is found in the promoter region (see [22]).

Upon Cln3/Cdk1-mediated upregulation of *CLN1* and -*2* transcription, Cln1,-2/Cdk1 complexes assemble and directly catalyze phosphorylation of Sic1, leading to destruction of Sic1 through the ubiquitin-proteasome pathway [2], [23]–[27]. While Sic1 loss also occurs during meiosis, coincident with Clb5,-6/Cdk1 activation and S phase entry as during the cell cycle, the G1 cyclin/Cdk1 complexes do not function during meiosis [3], [28] and Sic1 loss does not depend on Cdk1 activity [29]. Proper timing of Sic1 destruction does, however, depend on Ime2 [3], [29]. This meiosis-specific protein kinase is required for optimal upregulation of many early meiotic genes and for normal progression through pre-meiotic DNA replication [30], [31]. It is also required for subsequent events in meiosis, such as expression of “middle” genes that regulate progression into the meiotic divisions [29], [30], [32]–[34]. An interesting theory based on the absence of Cln1,-2/Cdk1 activities during meiosis and the requirement of Ime2 for timely Sic1 destruction early in meiosis is that Ime2 directly replaces Cln1,-2/Cdk1 [3]. However, it is now known that while Sic1 destruction during meiosis requires the same Cdk1-targeted phosphorylation sites that operate during the cell cycle [4], [27], [35], [36], the Ime2 target specificity differs from that of Cdk1 [36]–[39]. An alternative hypothesis is that Ime2 indirectly promotes Sic1 phosphorylation by a distinct protein kinase, a possibility that we address in the work described here.

## Results

### Sic1 level decreases in *ime2Δ* cells

In wild type (WT) cells undergoing meiosis, Ime2 is required for the timely destruction of the B-type cyclin/CDK inhibitor Sic1, which leads to initiation of pre-meiotic DNA replication [3], [29]. In *ime2Δ* cells, pre-meiotic DNA replication is delayed, but not abolished [31]. To determine whether Sic1 is eventually degraded in *ime2Δ* cells to allow for delayed initiation of DNA replication, as has been suggested previously [36], we examined the behavior of epitope-tagged Sic1 (Sic1^13myc^) in WT and *ime2Δ* cells that were induced to enter meiosis synchronously. An *ime1Δ* strain was also included because cells lacking *IME1* cannot complete pre-meiotic DNA replication [31]. We analyzed DNA content by flow cytometry to evaluate DNA replication, and assessed the steady-state level of Sic1^13myc^ by western blotting (Fig. 1). As can be seen, Sic1^13myc^ began to disappear at the onset of DNA replication in WT cells. In *ime2Δ* cells, DNA replication occurred at a later stage, as expected, with concomitant Sic1 disappearance (see 24 hour time point). In contrast, neither DNA replication nor Sic1 disappearance was observed in *ime1Δ* cells within 24 hours. We conclude that Ime2 is not absolutely required for Sic1 destruction, suggesting that a distinct protein kinase is capable of catalyzing Sic1 phosphorylation.

**Figure 1:**
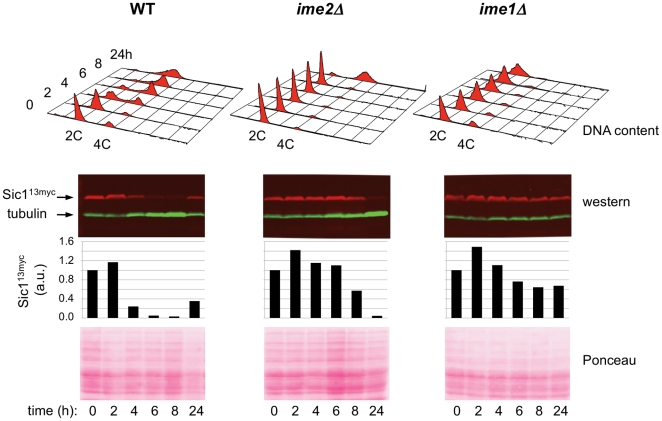
Sic1 steady-state levels. WT and indicated mutant cells were induced to enter meiosis in a synchronous fashion and followed through time (h = hours). DNA content was analyzed by flow cytometry to detect pre-meiotic DNA replication (2C to 4C transition). Sic1^13myc^ and tubulin were detected by western blotting. For each time point, Sic1^13myc^ level was quantified by determining the relative band intensities of Sic1^13myc^ (red) and tubulin (green) and normalizing the resulting Sic1^13myc^/tubulin ratio to the corresponding 0 hour ratio. Results are shown in graphical form (a.u., arbitrary units). Prior to immunodetection, membranes were stained with Ponceau S for total protein content assessment; regions that include Sic1^13myc^ and tubulin are shown. Strains used were YGB803, YGB787, and YGB804.

### Ime2 affects expression of cell cycle box-containing genes

To further understand the role of Ime2 in promoting proper timing of pre-meiotic DNA replication, we compared global gene expression in WT and *ime2Δ* cells that were induced to enter meiosis. Our goal was to include analysis of early meiotic events before significant middle gene expression was induced, and so we compared cells at 0, 2, 4, and 6 hours after meiotic induction. To gauge progression through the early stages of meiosis, we measured DNA content by flow cytometry. The biological replicates were markedly similar by this criterion (Fig. 2). RNA was isolated from these cells and subjected to single color microarray analysis using the Agilent 60-mer oligonucleotide platform. 

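The time course comprised 16 arrays in 8 groups, WT (DSY1089) and *ime2Δ* (YGB221) cells at 0, 2, 4, and 6 h, with 2 arrays per group. The authors deposited the scanner's signal intensity for every spot, after its background correction but before any scaling between arrays. They also deposited log2 values normalized to the median of each array. For the values given beside the paper's results, the log2 processed intensities of the 2 spots of each gene's probe were averaged, and the median of the array was subtracted. Spots that the scanner software marked as non-uniform or as population outliers were left out, which removed between 0 and 13 spots per array (median 1). The median processed signal of an array lay between 7579.6 and 14875.1, and between 6005 and 6181 of the 6256 genes were well above background (median 6108.5). Between the arrays of a group, the log2 values correlated across genes with Pearson's r between 0.988 and 0.994. The median absolute log2 difference between them was 0.17 in WT cells at 2 h, the lowest of the groups, and 0.29 in WT cells at 6 h, the highest. Genes are not independent replicates in these correlations. Each replicate number was hybridized on its own slide of 8 arrays, with WT and *ime2Δ* cells in separate columns of both slides and the times in separate slide positions. Strain and slide column therefore cannot be told apart. Groups were compared with limma, fitted to all 16 arrays so that the spread was shared by the groups, and p-values were adjusted by the Benjamini-Hochberg method. The paper's methods describe aliquots of cells taken at 0 h and at later times, so the times of a strain and replicate may share a culture. The fit treated the arrays as independent and had no term for the culture. With 2 arrays per group, the number of arrays limits the precision of every value.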

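*IME2* (YJL106W) and *TRP1* (YDR007W) were read first, since *TRP1* replaces *IME2* in the mutant strain. In WT cells, the log2 signal of *IME2* over the array median was 2.68 ± 0.27 at 0 h, 3.68 ± 0.16 at 2 h, 4.81 ± 0.13 at 4 h, and 5.42 ± 0.02 at 6 h (SD, n = 2 arrays). *IME2* was not well above background on any of the 8 *ime2Δ* arrays. Against the lowest signal of a gene well above background on the same *ime2Δ* arrays, *IME2* was at least 6853-fold higher in WT cells at 0 h and at least 59519-fold higher at 6 h.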

Gene expression data resulting from our study are presented in Table S1. 

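Within each strain, genes were called changed at a limma adjusted p under 0.05, among 6254 genes with *IME2* and *TRP1* left out. From 0 to 2 h, 3091 genes changed in WT cells, of which 1391 were higher and 1700 lower, with a median absolute log2 change of 1.02. In *ime2Δ* cells 2483 genes changed over the same time, 1101 higher and 1382 lower, with a median absolute log2 change of 0.98. From 0 to 6 h, the number rose to 4440 genes in WT cells and to 3419 in *ime2Δ* cells. These counts do not test the difference between the strains. The alternative that moved the 2 h counts most was a minimum absolute log2 change of 1, which left 1605 genes in WT and 1197 in *ime2Δ* cells. The share of higher genes depended on the scaling. With each array scaled to its 75th percentile, the median log2 change of all genes from 0 to 2 h moved up by 0.26 in both strains. The higher share of the changed genes then went from 45.0% to 63.9% in WT cells (1996 higher, 1128 lower) and from 44.3% to 66.8% in *ime2Δ* cells (1803 higher, 895 lower). Changes from 0 to 2 h are therefore given relative to the array median.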

For most of our analyses, the 0 hour data served as the control values to which subsequent time point values were compared within an individual strain.

**Figure 2:**
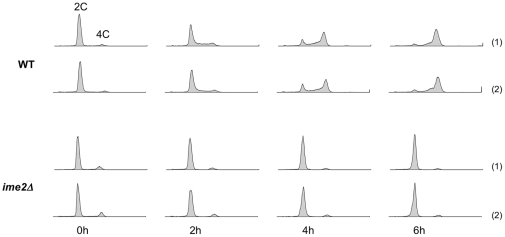
Time course for global gene expression analysis: cellular DNA content. WT and *ime2Δ* cells were induced to enter meiosis synchronously and harvested at regular time points for microarray analysis. DNA content was analyzed by flow cytometry to assess progression though early meiosis (DNA replication). Histograms for the biological replicates are shown. Strains used were DSY1089 and YGB221.

The expression data were first analyzed with T-Profiler, which scores the activities of defined gene sets [40]. Through T-profiler, the t-test is used to determine whether the mean expression of a group of genes is significantly different from the mean expression of all other genes in the microarray. 

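The gene sets of T-profiler were not used here, and the program was not run. Given the mean and SD over all genes, a t-value with pooled variance depends on a set only through its mean and size, which Tables 1 and S2 give. Such a t-value stands in for that of T-profiler and need not equal it. Each t-value was therefore recomputed from the paper's set mean and set size and from the mean and SD over all genes of the values processed here. The SD over 6254 genes of the log2 ratio to 0 h was 1.01 at 2 h, 1.41 at 4 h, and 1.90 at 6 h in WT cells. In *ime2Δ* cells it was 0.88, 1.08, and 1.16 at the same times. At each time the SD of either replicate was larger in WT than in *ime2Δ* cells, so a given distance of a set mean from the mean of the other genes yields a smaller t-value in WT cells. The recomputed t-value had the sign of the paper's in all 123 entries, and the median absolute difference was 0.247. It lay between 0.799 and 1.48 times the paper's value. Only the spread over genes comes from these arrays in such a t-value, and the spread between replicates does not enter it.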

The calculated t-values provide an indication of the degree of upregulation (t>0) or downregulation (t<0) for the particular comparison. To first validate our results within the context of the T-profiler approach, we compared our WT expression data with published meiotic expression data [41] generated from cells with the same genetic background as our cells (SK1 [42]). The expression patterns of various gene groups defined by consensus promoter motifs, based on t-values, correlated well with those that we observed in our experiment (Fig. S1A). We concluded that the T-profiler algorithm provided a suitable method to analyze gene expression in our study.

We next compared our WT and *ime2Δ* expression data, and results for specific gene groups as defined by consensus promoter motifs are shown in Fig. 3A and Table S2. Expression was compared at 2, 4, and 6 hours *v.* 0 hours for each strain. Certain sets, such as the “sporulation” group, exhibited robust average expression in both cell types. These data indicate that deletion of *IME2* did not indiscriminately prevent early meiotic gene expression as determined by T-profiler. In fact, the TAGCCGC sequence that defines this sporulation gene group is found in URS1 elements that initially act upstream of Ime2 in the meiotic transcriptional cascade (see [43]), and so this result would be expected. Furthermore, the slightly enhanced upregulation of this gene set for *ime2Δ* cells relative to WT cells, with increasing effect over time, might be explained by the fact that Ime2 negatively regulates its upstream activator Ime1 [30], [44], a protein that facilitates derepression of URS1 elements [45].

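For the 134 ORFs of the TAGCCGC set, the recomputed T-profiler t-value in WT cells was 6.29 at 2 h, 5.90 at 4 h, and 3.92 at 6 h. In *ime2Δ* cells it was 7.01 at 2 h and 7.39 at both 4 and 6 h. The paper's mean log2 ratio of the set is 0.467 in WT and 0.457 in *ime2Δ* cells at 2 h, and 0.745 and 0.648 at 6 h. The difference between the strains in this set was not tested over arrays. Expression of *IME1* (YJR094C) was read from the same arrays. Its log2 signal over the array median in WT cells was 4.35 ± 0.03 at 0 h and 4.27 ± 0.05 at 6 h, and in *ime2Δ* cells 4.08 ± 0.59 and 5.13 ± 0.04 (SD, n = 2 arrays). At 6 h *IME1* was lower in WT cells by a log2 difference of −0.86 (standard error 0.22, limma adjusted p = 0.00423), and each WT array lay below each *ime2Δ* array. At 0, 2, and 4 h the differences were 0.28, 0.02, and −0.23 (limma adjusted p = 0.535, 0.974, and 0.447). The difference at 0 h became −0.14 without the first *ime2Δ* replicate at 0 h, and that at 2 h became −0.059 without the second *ime2Δ* replicate at 2 h.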

**Figure 3:**
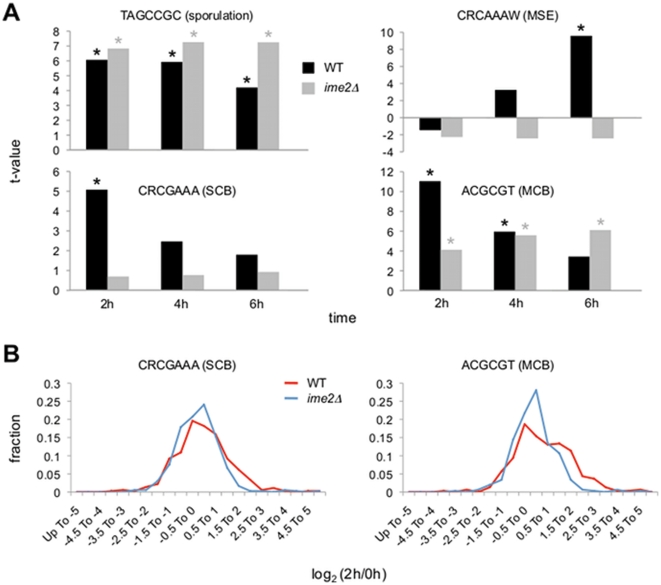
Analysis of consensus motif gene sets. *A*, Gene expression data from our time course were analyzed by T-profiler for average expression of gene groups defined by consensus promoter motifs. Results for selected gene groups characterized by the indicated sequences are shown (R = A or G; W = A or T). Comparisons were made between expression levels at 2, 4, and 6 h *v.* expression levels at 0 h. Asterisks indicate statistically significant values (E<0.05). *B*, Distributions of log_2_ (2 h/0 h) ratios for the CRCGAAA (left) and ACGCGT (right) gene sets are shown for WT and *ime2Δ* cells.

With other gene sets, we observed significant differences between WT and *ime2Δ* cells. It is known that normal middle gene expression depends on *IME2* [29], [30], [32]–[34], and we therefore anticipated differences in gene sets defined by middle sporulation elements (MSEs). As can be seen in Fig. 3A, the t-value of the indicated MSE set increased strikingly over time for WT cells, but remained low for *ime2Δ* cells throughout the experiment. 

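For the CRCAAAW set of 885 ORFs, the paper's mean log2 ratio at 6 h in WT cells is 0.617, and the recomputed T-profiler t-value was 8.61. A second MSE set, TTTTGTGTCRC with 7 ORFs, had recomputed t-values of 6.83 at 4 h and 7.72 at 6 h in WT cells, where the paper's values are 5.74 and 6.56. Comparing WT with *ime2Δ* cells directly, the CRCAAAW set had a recomputed t-value of 7.49 at 4 h and 11.9 at 6 h. The SD over all genes of the direct comparison was 1.09 at 4 h and 1.72 at 6 h.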

Interestingly, two other gene groups also showed large differences in average expression, specifically at the early 2-hour time point (Fig. 3A). 

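The CRCGAAA motif, an SCB, defines a set of 357 ORFs, and the ACGCGT motif, an MCB, a set of 299 ORFs. In WT cells at 2 h, the recomputed T-profiler t-value was 5.38 for CRCGAAA and 11.4 for ACGCGT, from the paper's mean log2 ratios of 0.205 and 0.566. For ACGCGT in WT cells at 4 h it was 5.84, from the paper's mean of 0.450.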

The t-values of the gene groups defined by the SCB or MCB promoter elements were significantly elevated (E<0.05) at 2 hours for WT cells, and then declined with time, indicative of early rather than middle expression. In *ime2Δ* cells, the SCB set showed little induction of average expression at any time point. By contrast, the MCB set showed significant upregulation at each time point in *ime2Δ* cells, but with a delayed pattern compared to WT cells: the degree of upregulation was much less at 2 hours relative to WT, and while upregulation increased modestly at 4 and 6 hours, it did not reach the magnitude of upregulation observed in WT cells at 2 hours. 

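The recomputed T-profiler t-value of the ACGCGT set in *ime2Δ* cells was 4.404 at 2 h, 5.77 at 4 h, and 6.29 at 6 h, from the paper's mean log2 ratios of 0.149, 0.285, and 0.328. For the smaller TKACGCGTT set of 29 ORFs, the recomputed t-value at 2 h was 5.53 in WT and 1.93 in *ime2Δ* cells. For the CRCGAAA set in *ime2Δ* cells at 2 h it was 1.04, from the paper's mean of −0.0230, which lies above the mean of all genes on these arrays (−0.07). The other SCB set, TTTCGCG with 169 ORFs, had a recomputed t-value of 4.07 in WT cells and −0.983 in *ime2Δ* cells at 2 h.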

Note that the relative degree of maximal upregulation observed with the SCB and MCB groups in WT cells was similar during meiosis and the cell cycle as judged through T-profiler (Fig. S1B). Histograms comparing expression levels of the SCB and MCB groups at 2 *v.* 0 hours showed *IME2*-dependent differences in distribution, with WT sets skewed toward positive log_2_ ratio values relative to the *ime2Δ* sets (Fig. 3B). (Comparisons of cell cycle box element sets with all other genes in the microarray are shown in Fig. S2.) These profiles show that *IME2* status affected many genes in these two sets.

Focusing specifically on the 2 *v.* 0 hour expression data, we found that average expression of 8 of the 153 gene groups defined by consensus promoter motifs was significantly upregulated in WT cells (Table 1). Note that 4 of these 8 groups were defined by cell cycle box elements, and in 3 of these 4 cases the E-value for the corresponding *ime2Δ* expression data was equal to 1.0. In addition to analyzing expression relative to the 0-hour values, we directly compared expression values of WT cells with *ime2Δ* cells at each time point. 

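At a limma adjusted p under 0.05, 851 of 6254 genes differed between WT and *ime2Δ* cells at 2 h, of which 566 were higher in WT cells and 285 lower. The number was 1950 at 4 h (1060 higher, 890 lower) and 4013 at 6 h (1942 higher, 2071 lower). The median absolute log2 difference of the genes called was 1.09 at 2 h, 1.00 at 4 h, and 1.16 at 6 h. A minimum absolute log2 difference of 1 left 482 genes at 2 h, 981 at 4 h, and 2421 at 6 h. With the arrays paired by replicate block, the count at 2 h was 1236 (704 higher, 532 lower). Without the second WT replicate at 2 h, the count at 2 h was 381, and without the first *ime2Δ* replicate at 4 h, the count at 4 h was 972. Scaling to the 75th percentile moved the median of all genes by −0.28 at 6 h, and the share of the called genes that were higher in WT cells went from 48.4% to 35.6% (1519 higher, 2752 lower). Quantile normalization moved this share at 4 h from 54.4% to 45.6% (1027 higher, 1226 lower).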

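In the direct comparison at 2 h, the recomputed T-profiler t-value was 12.4 for the ACGCGT set, 6.45 for CRCGAAA, 6.44 for TTTCGCG, and 5.38 for TKACGCGTT. They were computed from the paper's mean log2 differences and an SD over all genes of 0.69.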

The comparison at 2 hours revealed significant differences in average upregulation of 6 gene groups, 4 of which were defined by either SCB or MCB elements (Table 2). 

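For the GACACAA set of 137 ORFs, a motif of sporulation genes, the recomputed T-profiler t-value of the direct comparison was 7.27 at 0 h, 5.90 at 2 h, 9.17 at 4 h, and 11.0 at 6 h. The paper's mean log2 difference of the set is 0.381 at 0 h and 1.83 at 6 h. Over single genes, 293 of 6254 differed between WT and *ime2Δ* cells at 0 h at a limma adjusted p under 0.05, with a median absolute log2 difference of 1.13. Of these, 204 were higher in WT cells and 89 lower (69.6% higher). Quantile normalization gave 136 higher and 114 lower (54.4% higher). With the arrays paired by replicate block the count was 581, and without the first *ime2Δ* replicate at 0 h it was 80.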

The other two groups were defined by sporulation-specific motifs that were also upregulated at 0 hours, unlike the cell cycle box groups. Taken together, these results demonstrate that Ime2 is required for normal upregulation of many genes that contain consensus SCB or MCB sites in their promoters.

**Table 1:** T-profiler analysis of consensus motifs for 2 *v.* 0 hours.

t-value	E-value	Mean log_2_ ratio						
Motif	Name^1^	WT	*ime2Δ*	WT	*ime2Δ*	WT	*ime2Δ*	ORFs
ACGCGT: **MCB**	MBP1	11.05	4.12	<1.0e-15	5.5e-03	0.566	0.149	299
TSGGCGGCTAWW	meiosis	7.81	9.89	8.4e-13	<1.0e-15	1.371	1.504	32
TCGGCGG	YAP5	6.97	8.00	4.6e-10	1.8e-13	0.726	0.722	81
GCGGCTA	sporulation	6.85	8.48	1.1e-09	<1.0e-15	0.618	0.668	104
TAGCCGC	sporulation	6.07	6.83	1.9e-07	1.2e-09	0.467	0.457	134
TKACGCGTT: **MCB**	MBP1	5.24	1.79	2.3e-05	1.0	0.956	0.246	29
CRCGAAA: **SCB**	SWI4	5.08	0.70	5.5e-05	1.0	0.205	−0.023	357
TTTCGCG: **SCB**	SWI4	3.84	−1.23	1.8e-02	1.0	0.238	−0.136	169

1 The element names shown here are those designated in T-profiler.

**Table 2:** T-profiler analysis of consensus motifs for WT *v. ime2Δ* at 2 hours.

Motif	Name	t-value	E-value	Mean log_2_ ratio	ORFS
ACGCGT: **MCB**	MBP1	12.49	<1.0e-15	0.522	299
CRCGAAA: **SCB**	SWI4	6.55	8.4e-09	0.272	357
TTTCGCG: **SCB**	SWI4	6.46	1.5e-08	0.380	169
GACACAA	sporulation	5.91	5.0e-07	0.387	137
TKACGCGTT: **MCB**	MBP1	5.21	2.8e-05	0.731	29
TTGTGTC	sporulation	4.14	5.1e-03	0.276	145

### Consensus motif discovery reveals that Ime2 is required for normal expression of genes containing the MCB promoter element

We next analyzed our data for consensus motifs associated with transcriptional upregulation through MatrixREDUCE [46] (see Table S3). This algorithm does not rely on defined gene groups but detects consensus sequences in promoters that are associated with up- or downregulation. Once again, expression was compared at 2, 4, and 6 hours *v.* 0 hours for each strain. Not surprisingly, CACAAAA, matching the MSE consensus sequence, was discovered as a significant element for WT cells at both 4 and 6 hours, but not at any time point for *ime2Δ* cells. In accordance with our previous results, ACGCGT, matching the MCB consensus sequence, was discovered as a significant element at both 2 and 4 hours for WT cells, but only at 6 hours for *ime2Δ* cells. We also compared WT with *ime2Δ* directly at each time point to discover sequences correlated to expression specifically in WT cells as opposed to *ime2Δ* cells. CACAAAA (MSE) was found to be significant specifically at 6 hours, while sequences closely related to the MCB consensus, ACGCG and CGCGTAA, were identified as significant motifs exclusively at 2 hours. In summary, these data are consistent with the well-established role of Ime2 upstream of the MSE element, and provide further evidence that Ime2 functions upstream of the MCB element. As was the case with analysis of a published meiotic time course of WT cells using a precursor algorithm named REDUCE [47], a consensus SCB motif was not detected from our WT data with MatrixREDUCE.

### Ime2 affects expression of genes that are targets of SBF or MBF during the cell cycle

Our results indicated that *IME2* operates upstream of genes containing consensus SCB or MCB elements, suggesting that Ime2 controls genes that respond to SBF or MBF during the cell cycle. To pursue the idea that SBF- and MBF-regulated genes could lie downstream of *IME2*, we turned to a recent investigation that served to characterize the transcriptional response of Cln3/Cdk1 during the cell cycle [22]. Several criteria were considered in this study, including gene expression, transcription factor occupancy, and consensus motif data, to identify those genes that are likely to be directly targeted by SBF or MBF in response to Cln3/Cdk1 activity.

We performed cluster analyses on those genes that are induced by Cln3/Cdk1 and are considered targets of SBF (94 genes) or MBF (111 genes) (Fig. 4 and Table S4). 

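The targets of Table S4 were matched to the genes of the array by symbol (88 SBF and 103 MBF targets) or by systematic name (6 and 8). The lists come from an earlier cell cycle study and were not chosen on these arrays. All 169 genes in either list were well above background on all 16 arrays. Histone genes, whose near-identical copies can cross-hybridize, make up 7 of the SBF and 1 of the MBF targets.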

(Note that these sets share 36 genes.) These clusters reveal a large number of genes in each group that were upregulated by 2 hrs in WT cells, with considerably different patterns in *ime2Δ* cells. These data were further analyzed specifically for expression changes from 0 to 2 hrs, shown as distributions of log_2_ ratios and as comparisons of log_2_ ratios for each gene (Fig. 5). 

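The difference between the strains was tested for every gene as the change from 0 to 2 h in WT cells minus the change from 0 to 2 h in *ime2Δ* cells. Among 6254 genes, the log2 change was higher in WT cells for 154 and lower for 54 at a limma adjusted p under 0.05, with a median absolute log2 difference of 1.62, and 987 had an unadjusted p under 0.05. Of the SBF targets, 40 had a higher change in WT cells and 0 a lower one (limma), or 60 and 3 at an unadjusted p under 0.05. Adjusted over the list alone, 57 SBF targets were higher and 2 lower. Of the MBF targets, 33 were higher and 0 lower (limma), or 69 and 1 at an unadjusted p under 0.05. Adjusted over the list alone, 66 were higher and 0 lower. Apart from leaving out single arrays, the alternative that moved the count over all genes most was the pairing of arrays by replicate block, with 220 genes higher and 142 lower. Without the first *ime2Δ* replicate at 0 h, 65 genes passed. Computed within each replicate number, the difference was above 0 in both for 74 SBF targets and 99 MBF targets and below 0 in both for 11 and 4. Across genes it correlated between the replicates with Pearson's r of 0.913 for SBF targets, 0.829 for MBF targets, and 0.668 for all genes.

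**Figure D1:**
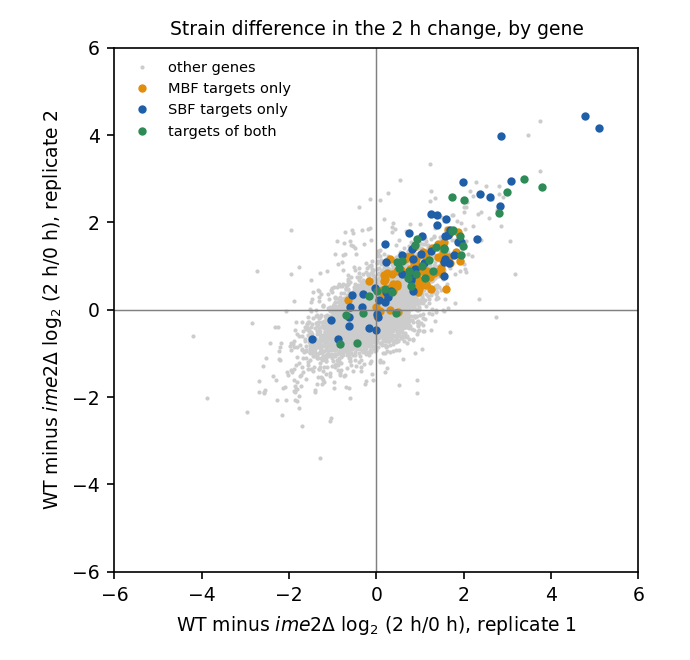
Change from 0 to 2 h in WT cells minus that in *ime2Δ* cells (log2) in replicate 1 (horizontal axis) and replicate 2 (vertical axis), with 1 point per gene, colored for SBF targets only, MBF targets only, targets of both, and other genes. Of the 94 SBF targets 74, and of the 111 MBF targets 99, lie above 0 on both axes.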

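Among the SBF targets, the log2 (2 h/0 h) ratio in WT cells ranged from −2.89 to 4.44, with quartiles of −0.23 and 1.65 around a median of 0.68. In *ime2Δ* cells it ranged from −2.50 to 2.25, with quartiles of −0.99 and 0.05 around a median of −0.48. A ratio of at least 1 was reached by 38 SBF targets in WT cells (40.4%) and by 3 in *ime2Δ* cells (3.19%). Among the MBF targets, the ratio ranged from −2.62 to 4.66 in WT cells, with quartiles of 0.71 and 1.89 around a median of 1.45. In *ime2Δ* cells it ranged from −1.81 to 3.99, with quartiles of −0.07 and 0.85 around a median of 0.40. A ratio of at least 1 was reached by 73 MBF targets in WT cells (65.8%) and by 24 in *ime2Δ* cells (21.6%).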

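The mean log2 (2 h/0 h) ratio was computed over each list and within each replicate number. The lists were tested with camera, a set test of limma that sets a list against all other genes, at its preset correlation between genes. At that setting the p-value takes its degrees of freedom from the genes and not from the arrays, so it is not a test over arrays. The p-values are adjusted over 38 set comparisons. For the 94 SBF targets the mean in WT cells was 0.62 (0.51 in replicate 1, 0.73 in replicate 2, camera adjusted p = 8.75e-06). In *ime2Δ* cells it was −0.47 (−0.53 and −0.42, camera adjusted p = 0.00190). For the 111 MBF targets the mean in WT cells was 1.32 (1.22 and 1.42, camera adjusted p = 4.33e-22), and in *ime2Δ* cells 0.39 (0.28 and 0.49, camera adjusted p = 3.34e-05). All of these calls held under fry, a set test that sets a list against 0 in place of the other genes. Its adjusted p-values were 7.05e-05, 0.00129, 5.14e-06, and 0.00168 in the same order. With the correlation between genes estimated from the data, only the MBF targets in WT cells stayed below 0.05, with adjusted p-values of 0.191, 0.297, 0.0333, and 0.279. The alternative that moved the means of the SBF targets most was scaling to the 75th percentile, which raised them to 0.88 in WT and to −0.22 in *ime2Δ* cells. The same scaling raised those of the MBF targets to 1.58 in WT and to 0.64 in *ime2Δ* cells. In *ime2Δ* cells the MBF mean was 0.68 without the shared targets and 0.28 with quantile normalization. Over single genes, 50 SBF targets rose and 18 fell in WT cells at a limma adjusted p under 0.05, and 9 rose and 40 fell in *ime2Δ* cells. Adjusted over the list alone, the counts were 51 and 20 in WT cells and 9 and 40 in *ime2Δ* cells. Of the MBF targets, 86 rose and 4 fell in WT cells and 44 rose and 14 fell in *ime2Δ* cells. Adjusted over the list alone, these were 88 and 4, and 49 and 15.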

For the SBF group, the mean log_2_ (2 hr/0 hr) values for WT and *ime2Δ* were 0.61 and −0.47, respectively, and for MBF they were 1.32 and 0.39, respectively. 

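The log2 (2 h/0 h) ratio was higher in WT than in *ime2Δ* cells for 78 of 94 SBF targets, with a median difference of 1.05 (exact two-sided Wilcoxon signed-rank test over genes, p = 2.74e-16). It was higher for 105 of 111 MBF targets, with a median difference of 0.91 (p = 1.04e-26 from the same exact test). The test treats the genes of a list as independent, which genes measured on the same arrays are not.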

The WT and *ime2Δ* values were found to be significantly different for both the SBF and MBF sets (p<0.0001) as assessed by the two-tailed Wilcoxon signed-rank test (calculated *via* the VassarStats website at http://faculty.vassar.edu/lowry/wilcoxon.html). 

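As a list, the SBF targets had a log2 change from 0 to 2 h that was higher by a mean of 1.09 in WT than in *ime2Δ* cells (1.03 in replicate 1 and 1.15 in replicate 2, camera adjusted p = 1.54e-29). That of the MBF targets was higher by 0.93 (0.94 and 0.93, camera adjusted p = 5.78e-34). Both calls held under fry (adjusted p = 4.27e-05 and 8.30e-05) and with the correlation between genes estimated from the data (adjusted p = 0.0168 for both). At 2 h itself, WT exceeded *ime2Δ* cells by a mean of 0.89 for SBF targets (0.78 and 1.01, camera adjusted p = 2.21e-18) and by 1.12 for MBF targets (1.09 and 1.14, camera adjusted p = 1.34e-37). Among the SBF targets with the largest differences between the strains were *HTB2* (YBL002W), *TOS4* (YLR183C), and *NRM1* (YNR009W). *HTB2*, a histone gene whose near-identical copy can cross-hybridize, changed by 3.20 in WT and by −1.44 in *ime2Δ* cells, a difference of 4.64 (standard error 0.45, limma adjusted p = 0.000235, same sign in both replicates). *TOS4* changed by 4.44 and −0.17, a difference of 4.61 (standard error 0.50, limma adjusted p = 0.000483, both replicates), and *NRM1* by 2.57 and −0.85. The largest difference among the MBF targets was that of *CLB6* (YGR109C), which changed by 3.22 in WT and by −0.09 in *ime2Δ* cells (difference 3.31, standard error 0.45, limma adjusted p = 0.00189, both replicates). From its data on both lists, the paper infers that proper induction of many of these targets in meiosis needs Ime2.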

In summary, these data indicate that Ime2 is required for proper meiotic induction of many genes that respond to SBF or MBF during the cell cycle.

**Figure 4:**
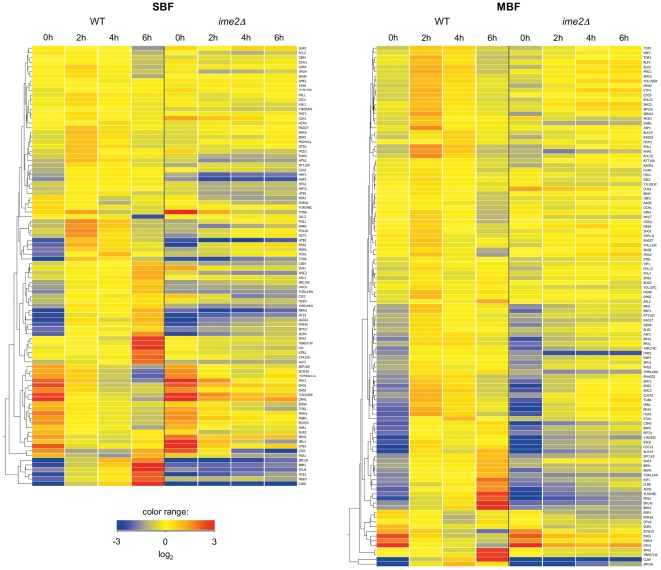
Expression of SBF and MBF targets in early meiosis. Gene-normalized hierarchical clustering analysis of MBF and SBF targets. For clustering procedure, see *Materials and Methods*.

**Figure 5:**
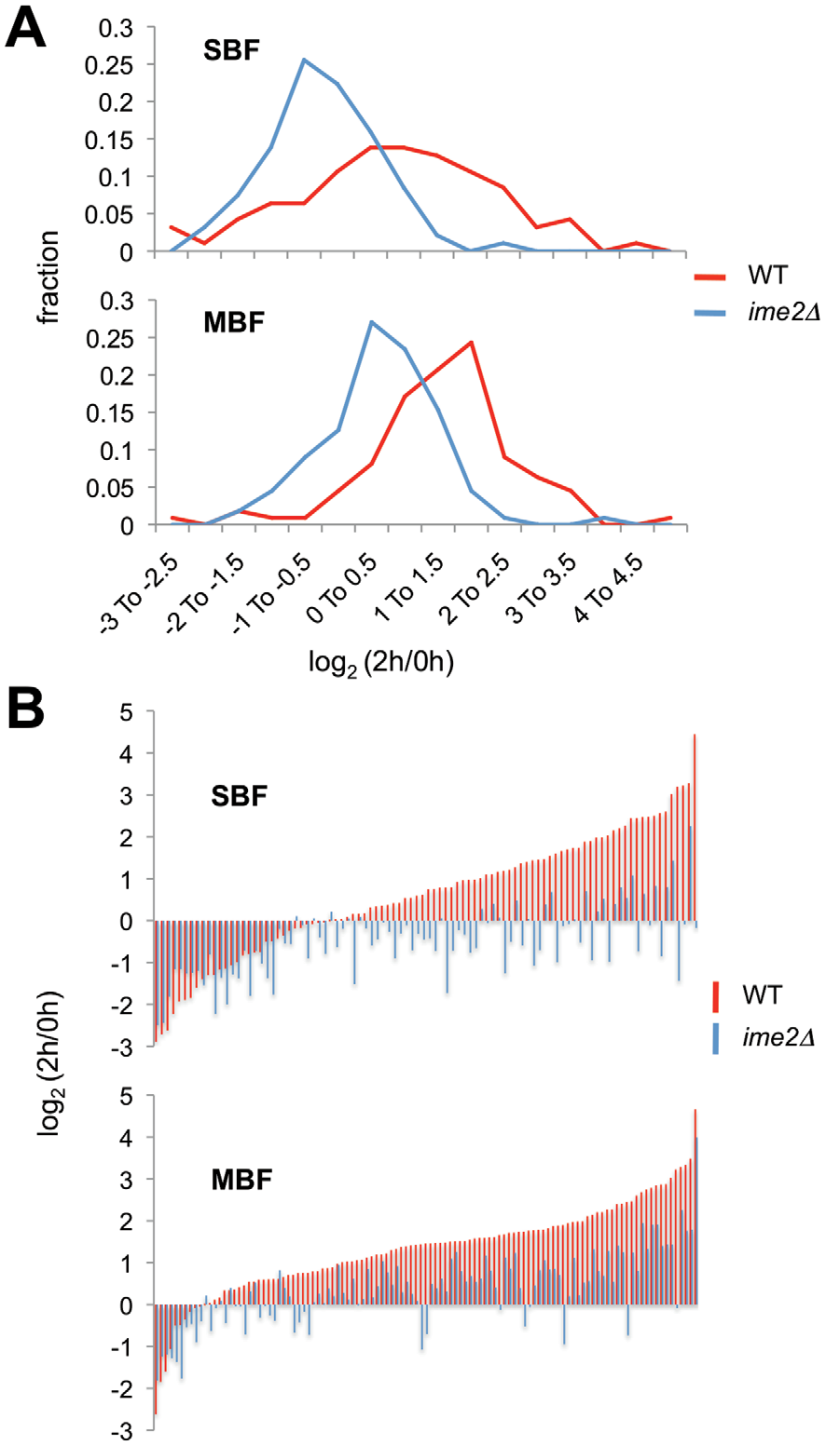
Examination of SBF and MBF targets at 2 hours. *A*, Distributions of log_2_ (2 h/0 h) ratios for SBF and MBF targets in WT and *ime2Δ* cells. *B*, Direct comparison of WT and *ime2Δ* log_2_ (2 h/0 h) ratios for each SBF and MBF target.

It is important to note that subsets of the SBF and MBF groups were not induced during meiosis in WT cells at 2 hours (see Figs. 4 and 5, and Table S4). This effect was more pronounced with the SBF targets. 

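The mean log2 (2 h/0 h) ratio in WT cells was below 0 for 29 of 94 SBF targets and for 10 of 111 MBF targets. Within single replicates, 33 and 27 SBF targets and 12 and 8 MBF targets were below 0, of which 27 and 8 were below 0 in both. At a limma adjusted p under 0.05, 18 SBF and 4 MBF targets were lower at 2 h than at 0 h. With the authors' normalized values the SBF count was 30, because *PCL2* (YDL127W), named after its values were seen, went from 0.57 to −0.04. A cut at 0 also depends on the scaling and background correction. The SBF count was 23 with arrays scaled to the 75th percentile, 28 with quantile normalization, and 32 with normexp background correction. The mean ratio of the 29 SBF targets was −1.10 in WT and −1.15 in *ime2Δ* cells, where 27 of them were also below 0.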

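The targets with a ratio below 0 in WT cells were 30.9% of the SBF list and 9.01% of the MBF list. Among targets found in only 1 list, 20 of 58 SBF targets (34.5%) and 1 of 75 MBF targets (1.33%) were below 0 (two-sided Fisher's exact test, p = 9.62e-08).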

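Of the 36 targets shared by the SBF and MBF lists, 9 had a log2 (2 h/0 h) ratio below 0 in WT cells (25%). Set against the targets of the SBF list alone, this gave p = 0.367 (two-sided Fisher's exact test). Set against the targets of the MBF list alone, it gave p = 0.000142 (same exact test). The paper's values in Table S5 are 0.36 and 0.00014. The tests of promoter elements in Table S5 were not repeated here.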

We did not detect enrichment in the repressed (log_2_ (2 h/0 h)<0) or induced (log_2_ (2 h/0 h)>0) SBF subsets for genes with known meiosis-related promoter elements; for the small subset of MBF targets that were repressed, we found enrichment for the MSE element and for targets that respond to both SBF and MBF during the cell cycle (see Table S5). Whether these characteristics are functionally important is not clear at this point. We further investigated the two SBF subsets for promoter motifs using the MUSA (Motif finding using an UnSupervised Approach) algorithm [48] (Table S6). Among the most significant promoter motifs discovered in the repressed subset was the CGAGAA & TTCTCG pair (P = 1.63e-06), which was not considered to be significant in the induced subset. On the other hand, the ATACATA & TATGTAT pair was discovered to be significant specifically in the induced subset (P = 9.68e-07). Further analysis will be required to determine whether these elements, or others, play a role in meiosis-specific expression of SBF targets. 

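The SBF targets with the most negative log2 (2 h/0 h) ratio in WT cells were *CIS3* (YJL158C), *YPS3* (YLR121C), *CRH1* (YGR189C), *TOS7* (YOL019W), and *PSA1* (YDL055C). The ratio of *CIS3* was −2.89 in WT cells (limma adjusted p = 2.39e-06) and −2.50 in *ime2Δ* cells, and that of *YPS3* −2.71 (limma adjusted p = 0.000296) and −2.44. For *CRH1*, which is also an MBF target, it was −2.62 (limma adjusted p = 4.51e-06) and −1.81, for *PSA1* −1.93 and −1.16, and for *TOS7* −2.23 and −1.16. The fall in WT cells was present in both replicates of each gene. A difference between the strains in the change of these genes was not detected (limma adjusted p from 0.208 for *PSA1* to 0.902 for *YPS3*), except that *TOS7* passed with the arrays paired by replicate block (−1.07, limma adjusted p = 0.0354). No table of gene functions was used here.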

Regardless of mechanism, it is interesting that 9 of the 30 cell cycle-regulated SBF targets that are not induced at 2 hours during meiosis are involved in cell wall organization or biogenesis (determined through GO Slim Mapper at the *Saccharomyces* Genome Database (http://www.yeastgenome.org/) [49].

### Whi5 is not downstream of Ime2 in the DNA replication pathway

Given the idea that an early Ime2 function operates through SBF and MBF, or meiotic versions of these factors, one possibility is that Ime2 behaves similarly to Cln3/Cdk1 by catalyzing phosphorylation of Whi5 to relieve its inhibitory effect (see [14], [15]). In such a scenario, Whi5 would lie just downstream of Ime2 in the pathway that ultimately leads to Sic1 destruction and replication origin firing. Epistasis analysis has revealed that deletion of *SIC1* accelerates initiation of pre-meiotic DNA replication in *ime2Δ* cells [3], and so we conducted a similar experiment in which we compared pre-meiotic DNA replication in *ime2Δ*, *whi5Δ*, and *ime2Δ whi5Δ* mutants. We found that deletion of *WHI5* alone delayed the onset of DNA replication relative to WT cells (Fig. 6). This result is consistent with published data showing that small cells exhibit delayed initiation of meiosis [50]. We also found that deletion of *WHI5* did not suppress, but appeared to enhance, the *ime2Δ*-associated delay in DNA replication initiation. This analysis suggests that *WHI5* is not downstream of *IME2*, and that Ime2 does not regulate pre-meiotic DNA replication by negatively regulating Whi5.

**Figure 6:**
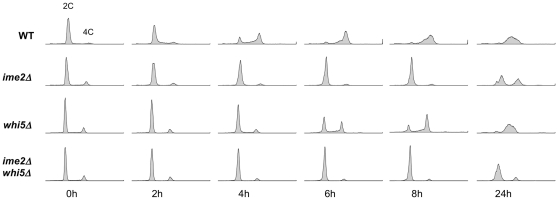
Epistasis analysis of *IME2* and *WHI5*. WT and mutant cells were induced to enter meiosis synchronously and DNA content was analyzed by flow cytometry at the indicated time points. This experiment was conducted in conjunction with the microarray experiment; therefore, sets of WT and *ime2Δ* histograms shown in Fig. 2 are reproduced here. Note that we have observed variability in the degree of DNA replication observed in *ime2Δ* cells at 24 h (*e.g.* compare with Fig. 1). Strains used were DSY1089, YGB221, YGB752, and YGB753.

## Discussion

Ime2 protein kinase activity is required for proper progression through the early stages of meiosis [29]. However, critical substrates of this enzyme that specifically promote early meiotic progression have not been identified. The studies that we describe here were designed to define the position that Ime2 occupies in the pathway that leads to initiation of pre-meiotic DNA replication. This information will guide future studies aimed at characterizing mechanisms by which Ime2 directs early meiotic transitions.

We found that pre-meiotic DNA replication was delayed in *ime2Δ* cells, as previously reported [31], and demonstrated that Sic1 disappeared in this same window. It has been shown that Sic1 becomes ubiquitylated in *ime2Δ* cells, implying that Sic1 degradation occurs through the proteasome in the absence of Ime2 [36]. It has also been shown that delayed entry into pre-meiotic DNA replication in *ime2Δ* cells is accompanied by delayed DNA polymerase alpha-primase complex phosphorylation, which occurs during S phase in WT cells engaged in the mitotic cell cycle or undergoing meiosis [31], [51]. Therefore, by different criteria the delayed pre-meiotic DNA replication observed in *ime2Δ* cells resembles the WT process, suggesting that the normal mechanisms regulating DNA replication initiation occur in these cells, but with slower kinetics.

It is striking that the majority of Sic1 disappeared in *ime2Δ* cells by 24 hours. Previous studies have shown that the same phosphorylation sites control Sic1 stability during the cell cycle and meiosis [4], [27], [35], [36]. However, the Cln/Cdk1 enzymes do not operate during meiosis [3], [28]. While we cannot be certain at this point that destabilization of Sic1 in *ime2Δ* cells occurs through the same process as in WT cells, our results clearly indicate that the Sic1 steady state level can be decreased significantly in an Ime2-independent manner. Based on the phosphorylation sites that are required for Sic1 destruction during meiosis, we expect Sic1 phosphorylation to be catalyzed by a cyclin/CDK-like complex that normally requires Ime2 for activation but can eventually become activated in the absence of Ime2. Sic1 destabilization occurs in *IME2+* cells devoid of Clb5 and -6, or when Cdk1 is inhibited, indicating that Clb5,-6/Cdk1 or other Cdk1-containing complexes are not involved [29], [36]. Future work will be aimed at identifying the responsible protein kinase(s).

Our examination of the Sic1 steady state level in *ime2Δ* cells suggests that Ime2 lies further upstream in promoting Sic1 destruction than originally suspected. Support for this hypothesis comes from our global gene expression analysis indicating that Ime2 activates expression of many genes that are controlled during the cell cycle by SBF or MBF. While expression of these genes was not abolished in the *ime2Δ* mutant, some redundancy could exist in controlling expression of these genes. This type of overlap has been well established in the mitotic cell cycle, as Bck2 induces transcription of many cell cycle-regulated genes regardless of cell cycle phase [52]. Such a secondary pathway might eventually allow for the delayed progression through pre-meiotic DNA replication observed in *ime2Δ* cells. 

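In *ime2Δ* cells, the mean log2 ratio of the MBF targets to 0 h was 0.60 at 4 h and 0.72 at 6 h. From 2 to 6 h it rose by 0.33 (0.31 in replicate 1, 0.36 in replicate 2, camera adjusted p = 1.08e-07), which held under fry (adjusted p = 0.00464) but not with the correlation between genes estimated from the data (adjusted p = 0.191). The mean ratio of the SBF targets in *ime2Δ* cells was −0.54 at 4 h and −0.46 at 6 h, and from 2 to 6 h it changed by 0.01 (−0.12 and 0.15, camera adjusted p = 0.398). That change was −0.072 without the second *ime2Δ* replicate at 6 h. The MBF targets were still lower in *ime2Δ* cells at 6 h than in WT cells at 2 h, by a mean of 0.78 (0.78 in either replicate, camera adjusted p = 3.68e-24), and the SBF targets by 0.88 (0.90 and 0.86, camera adjusted p = 1.71e-22). In WT cells the mean of the MBF targets fell by 0.52 from 2 to 6 h. At 4 h, WT exceeded *ime2Δ* cells by 0.67 for SBF targets (0.73 and 0.60, camera adjusted p = 5.36e-07) and by 0.50 for MBF targets (0.63 and 0.38, camera adjusted p = 7.08e-06), which held under fry (adjusted p = 7.05e-05 and 0.000444) but not with the estimated correlation (adjusted p = 0.184 and 0.240). At 6 h, WT exceeded *ime2Δ* cells by 0.73 for SBF targets (0.81 and 0.66, camera adjusted p = 0.0199, and 0.418 with the estimated correlation). Under the alternatives this difference lay between 0.40, as a median over genes, and 0.83, without the shared targets. It was 0.45 with arrays scaled to the 75th percentile. For the MBF targets at 6 h, the mean difference was 0.26 and the median −0.10. Camera, which sets the list against the other genes, gave an adjusted p = 0.774, and the mean difference over all genes was itself 0.24. Fry, which sets the list against 0, gave an adjusted p = 0.0142. With arrays scaled to the 75th percentile the mean difference of the MBF targets was −0.020.

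**Figure D2:**
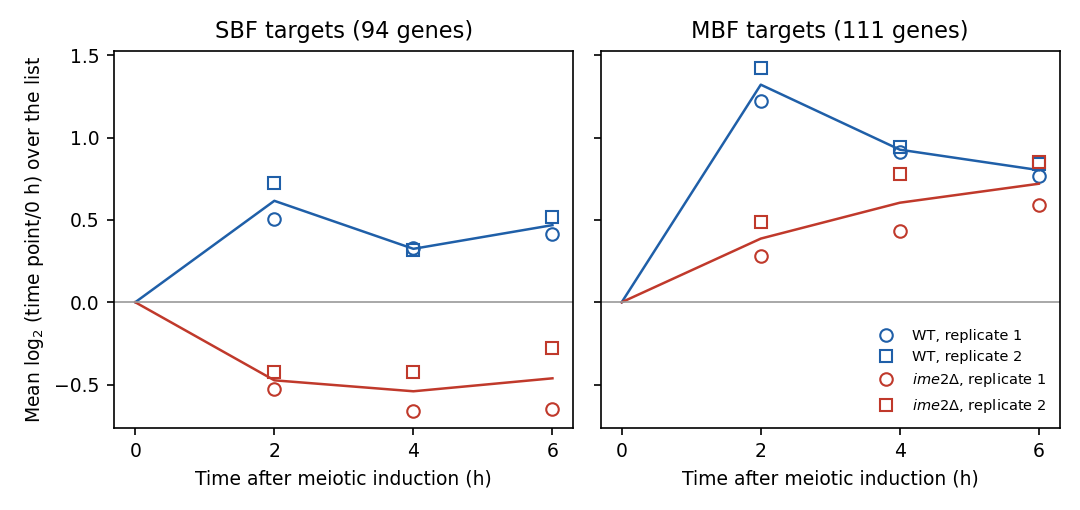
Mean log2 ratio to 0 h of the SBF and MBF targets against time (h) in WT and *ime2Δ* cells, with lines for the mean of 2 replicates, set to 0 at 0 h, and points for each replicate. The MBF mean in *ime2Δ* cells goes from 0.39 at 2 h to 0.72 at 6 h, and the SBF mean in *ime2Δ* cells stays below 0.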

From our demonstration that Ime2 significantly influences transcription of SBF and MBF targets, and from results that have been presented in the literature, we have arrived at the model depicted in Fig. 7. During the cell cycle, Cln3/Cdk1 lies upstream of SBF and MBF, while Cln1,-2/Cdk1 are downstream of Cln3/Cdk1 and respond to SBF and MBF [11]–[13], [17], [18]. Therefore, rather than serving simply as a meiotic substitute for Cln1,-2/Cdk1, it appears that Ime2 has an earlier function in the meiotic pathway, perhaps operating like Cln3/Cdk1 or acting even further upstream. In this position, Ime2 activity could induce an increased level of a gene product that influences Sic1 structure and stability directly, *e.g.* through Sic1 phosphorylation, or indirectly, *e.g.* through activation of the responsible Sic1 kinase.

**Figure 7:**
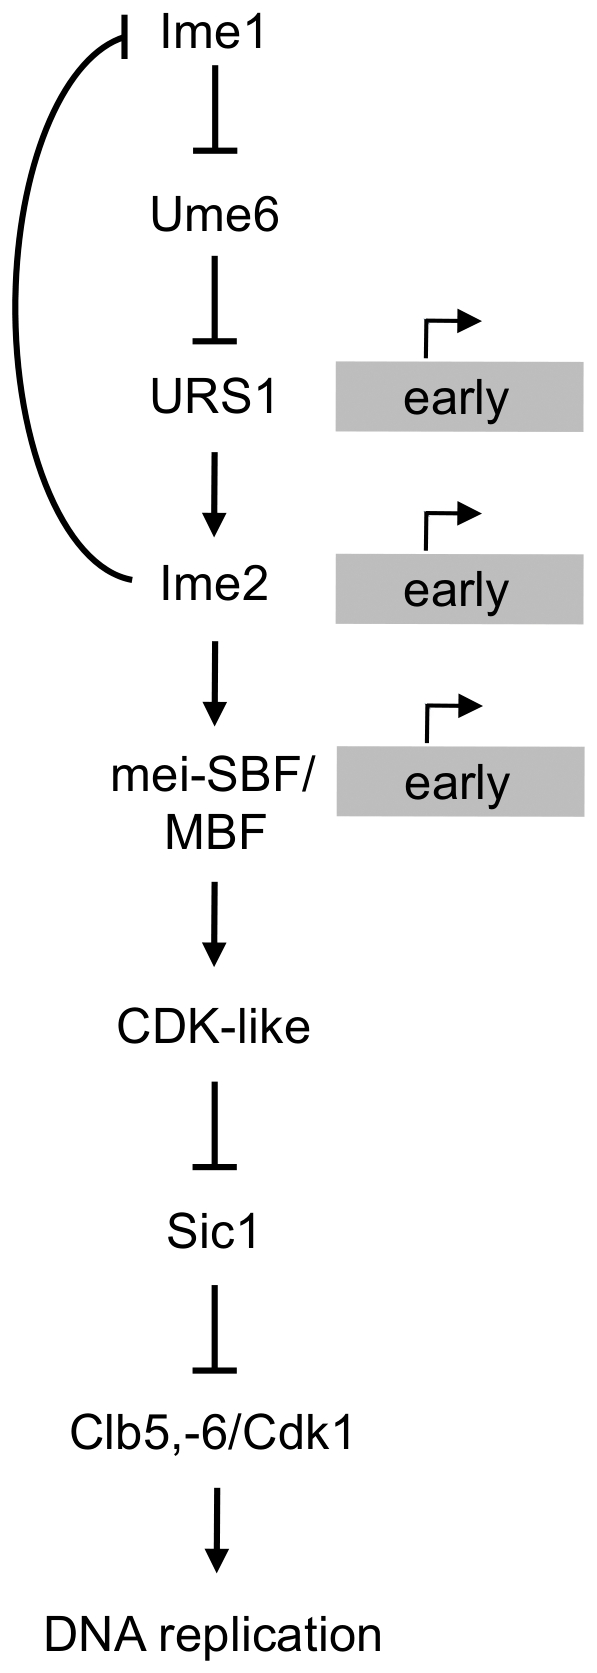
Model of early Ime2 function. Pathways are shown leading from Ime1 induction early in meiosis to DNA replication. Factors relevant to the discussion in the text are included. Ime1 activates early gene expression through de-repression at the URS1 element [45], which is found in many meiosis-specific promoters including that of *IME2* [43]. Ime2 in turn upregulates gene expression [43], and negatively affects Ime1 expression transcriptionally and post- transcriptionally [30], [44]. We hypothesize that Ime2 activation of the meiotic (mei) SBF/MBF transcriptional cascade leads to activation of a protein kinase with CDK specificity that enables Sic1 destruction, Clb5,-6/Cdk1 activation, and initiation of DNA replication.

Our data indicate that upregulation of SBF and MBF targets, while similar in the cell cycle and during meiosis, is not identical, as subsets that respond during the cell cycle are not induced during meiosis. It is important to consider that cell cycle box function during meiosis, including the nature of trans-acting factors that bind to these sequences, has not been defined on a general level. Mutation analysis has revealed that MCB elements do operate during meiosis, specifically with regard to the *CLB5* promoter [53]. However, this same study showed that Mbp1 is not required for normal meiotic upregulation of *CLB5*. By contrast, meiotic regulation of other genes with MCB promoter elements has been shown to involve MBF components: Mbp1 is required for proper upregulation of *RNR1* and *TMP1* [53], and Swi6 is required for proper upregulation of *RAD51* and *RAD54* [54]. (Note that *RAD54* is not included as a cell cycle-regulated MBF target in the data set that we used for our analyses [22].) The *CLB5* results suggest that meiotic versions of cell cycle box-binding factors could operate in some contexts. Strong support for this hypothesis comes from the report that cells lacking both Swi4 and Mbp1, which arrest in the mitotic cell cycle [19], can proceed through meiosis [3]. Regulatory subunits might also differ between meiosis and the cell cycle, given our evidence that Whi5 does not lie downstream of Ime2 in the pathway leading to pre-meiotic DNA replication. Regardless of the exact components, our data indicate that *IME2* acts during meiosis upstream of many genes controlled by SBF or MBF during the cell cycle. An important direction of our future research will be to precisely define the mechanism(s) by which Ime2 activity influences transcription of these genes.

## Materials and Methods

### Yeast strains

The diploid strains used in this study are listed in Table 3. *SIC1* was modified in a WT haploid to encode Sic1 with 13 myc epitope repeats at the C-terminus by PCR amplification and homologous recombination, as described [55]. Diploids containing this allele were then generated through standard techniques involving mating and sporulation with *ime2Δ::TRP1* [56] and *ime1Δ::natR* haploids. The *ime1Δ* haploid used for this purpose was generated from a WT haploid by homologous recombination using a PCR fragment amplified from genomic DNA of an *ime1Δ::kanMX4* deletion set mutant [57] (Open Biosystems). This marker was then switched to *natR*, as described [58]. *WHI5* was deleted in WT and *ime2Δ* haploids by homologous recombination using a PCR fragment amplified from the genomic DNA of a *whi5Δ::kanMX4* deletion set mutant [57] (Open Biosystems). Resulting haploids were then mated to generate the appropriate diploids. Deletions were verified through PCR analysis.

**Table 3:** Yeast strains used in this study.

Strain^1^	Relevant genotype	Ref.
YGB803	*MAT* **a**/*α ho::LYS2/″ lys2/″ ura3/″ leu2::hisG/″ trp1::hisG/″ arg4-BglII/arg4-NspI his4B/his4X SIC1^13myc^::kanMX6/SIC1*	this study
YGB787	*MAT* **a**/*α ho::LYS2/″ lys2/″ ura3/″ leu2::hisG/″ trp1::hisG/″ arg4-BglII/arg4-NspI his4B/his4X SIC1^13myc^::kanMX6/SIC1 ime2Δ::TRP1/″*	this study
YGB804	*MAT* **a**/*α ho::LYS2/″ lys2/″ ura3/″ leu2::hisG/″ trp1::hisG/″ arg4-BglII/arg4-NspI his4B/his4X SIC1^13myc^::kanMX6/SIC1 ime1Δ::nat^R^/″*	this study
DSY1089	*MAT* **a**/*α ho::LYS2/″ lys2/″ ura3/″ leu2::hisG/″ trp1::hisG/″ arg4-BglII/arg4-NspI his4B/his4X*	[4]
YGB221	*MAT* **a**/*α ho::LYS2/″ lys2/″ ura3/″ leu2::hisG/″ trp1::hisG/″ arg4-BglII/arg4-NspI his4B/his4X ime2Δ::TRP1/″*	[56]
YGB752	*MAT* **a**/*α ho::LYS2/″ lys2/″ ura3/″ leu2::hisG/″ trp1::hisG/″ arg4-BglII/arg4-NspI his4B/his4X whi5Δ::kanMX4/″*	this study
YGB753	*MAT* **a**/*α ho::LYS2/″ lys2/″ ura3/″ leu2::hisG/″ trp1::hisG/″ arg4-BglII/arg4-NspI his4B/his4X ime2Δ::TRP1/″ whi5Δ::kanMX4/″*	this study

1 Strains are congenic with SK1 [42] and are listed in the order that they appear in the text.

### Induction of meiosis

Cells were treated to enter meiosis synchronously based on an established procedure [56], [59], briefly described here: Cells were streaked onto YPG plates (1% yeast extract, 2% peptone, 3% glycerol, 2% agar) and incubated for 3–4 days (all incubations at 30°C). Single colonies were then inoculated into YPD (1% yeast extract, 2% peptone, 2% dextrose (glucose)) and incubated overnight. The cells were then inoculated into YPA (1% yeast extract, 2% peptone, 2% potassium acetate) at a starting OD_600_ of ∼0.1. The cells were incubated for 16 hrs, washed once with SPM (0.3% potassium acetate, 0.02% raffinose, supplements for auxotrophies) and then resuspended with SPM. The OD_600_ of the final SPM suspensions was adjusted to ∼1 in most of our experiments. Aliquots of cells were harvested immediately (0 hours) and at regular time points after incubation at 30°C for DNA content analysis (stored in 70% ethanol at 4°C), RNA analysis (stored at −80°C), and protein analysis (stored at −70°C).

### DNA content analysis

Cells that had been fixed in 70% ethanol were treated with RNAse and then proteinase K, and stained with SYBR Green I DNA binding dye (Invitrogen). The cells were then analyzed by flow cytometry using a BD FACSCantoII system (Microscopy, Imaging and Cytometry Resources Core at Karmanos Cancer Institute, Wayne State University). DNA content histograms were generated using WinMDI software (developed by Joseph Trotter at the Scripps Research Institute).

### Protein analysis

Whole cell extracts were generated by alkali treatment and boiling [60]. Steady-state levels of Sic1^13myc^ were examined by western blotting. Nitrocellulose-bound proteins were first stained with Ponceau S to assess general protein levels. Immunostaining was then conducted using a mouse monoclonal primary antibody directed against the myc epitope (clone 9E10, Santa Cruz Biotechnology) followed by Alexa Fluor 680-conjugated goat anti-mouse IgG (Molecular Probes) secondary antibody. Simultaneously, we analyzed tubulin using a rat monoclonal primary antibody (clone YOL 1/34; Serotec) followed by IRDye 800-conjugated goat anti-rat IgG (Rockland) secondary antibody. Bands were visualized and band intensities were quantified with a LI-COR Odyssey infrared imaging system and associated software.

### Microarray analysis

Total RNA was isolated from harvested cells using a hot phenol procedure [61] and checked for adequate quality with an Agilent 2100 Bioanalyzer (Agilent Technologies). Aminoallyl-aRNA was then generated using the TargetAMP 1-Round Aminoallyl-aRNA Amplification Kit 101 (Epicentre) and purified using the RNeasy Mini Kit (Qiagen). The aminoallyl-aRNA was incubated with Alexa Fluor Reactive Dye Alexa 555 (Molecular Probes) and purified through another RNeasy column to remove all of the unincorporated dye. Hybridization was conducted with the Agilent 60-mer oligo microarray (Yeast Oligo Microarray 8×15 K) in Agilent SureHyb hybridization chambers. After hybridization, the slides were washed following the recommended Agilent protocol. The slides were immediately scanned with an Agilent dual laser scanner, with the photo multiplier tube set to an extended dynamic range for the green channel (High 100% and Low 10%). Tiff images were analyzed using Agilent's feature extraction software FE 10.7.1.1 to obtain fluorescent intensities for each spot on the arrays.

Microarray data were imported into GeneSpring version 11.0.2 for normalization and data analysis. Gene expression values (indicated as log_2_) were normalized on each microarray using the median signal intensity of the array. Replicate microarray data were used to perform statistical analyses for gene expression levels at each time point. The data are MIAME compliant and have been deposited into the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/), series identifier GSE26649. Consensus motif analysis was performed using the T-Profiler tool (http://www.t-profiler.org/) [40] and MatrixREDUCE [46] (default settings) developed by Harmen Bussemaker and colleagues (Columbia University), and the MUSA algorithm [48] available through the Yeastract website (http://www.yeastract.com) (see [62]). With the exception of the validation analysis presented in Fig. S1A, we did not include expression data for *IME2* or *TRP1* because *IME2* is specifically present in our WT cells and *TRP1* is specifically present in our *ime2Δ* cells. 

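The log2 signal of *TRP1* (YDR007W) was higher in *ime2Δ* than in WT cells by 1.21 at 0 h, 1.53 at 2 h, 1.55 at 4 h, and 2.06 at 6 h (standard error 0.22 at each time). The limma adjusted p-values were 0.00675, 0.000374, 0.000189, and 4.18e-06, and both *ime2Δ* arrays were higher than both WT arrays at each time. The difference at 0 h had an adjusted p of 0.108 without the first *ime2Δ* replicate at 0 h (limma). WT cells carry a disrupted *TRP1*, and their signal was well above background on all 8 arrays.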

For hierarchical clustering analysis, we employed gene-normalized log_2_ values. Individual array-based expression values (16 per gene including both WT and *ime2Δ*) were first normalized to the median WT expression value. The normalized replicate values were then averaged. Clustering was performed on the WT data using Manhattan distance (city block) with average linkage, and the *ime2Δ* heat map was created based on the WT gene order.

## Supporting Information

Figure S1 **Consensus motif analysis of available meiosis and cell cycle data.** Data from WT cells were analyzed by T-profiler for average expression of gene groups defined by the indicated consensus motifs. *A*, top, meiotic time course study in which expression at indicated time points was compared with expression prior to meiotic entry [41]; bottom, our WT time course (in this case including expression data for *IME2* and *TRP1*). *B*, cell cycle study involving release from alpha factor-induced G1 arrest; gene expression at indicated time points was compared with expression in an asynchronous population [63].
(TIF) Click here for additional data file.

Figure S2 **Distributions of SCB and MCB gene sets versus all other genes.** Distributions of log_2_ (2 h/0 h) ratios for CRCGAAA and non-CRCGAAA genes (left) and for ACGCGT and non-ACGCGT genes (right) are shown for WT (upper) and *ime2Δ* (lower) cells.
(TIF) Click here for additional data file.

Table S1 **Microarray data.** Gene expression values were normalized to the median intensity of each array. The resulting log_2_ values are shown. Means and standard deviations of the replicate values are also shown.

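The copy of Table S1 used here holds the first 1340 of its 6255 genes. Its values differ from the log2 values that the authors deposited by at most 5e-05, and those differ from the means of the scanner's processed signals, with every spot kept, by at most 3.64e-06. Leaving out the spots marked by the scanner software moved a value of Table S1 by up to 4.68 log2 units.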

(XLSX) Click here for additional data file.

Table S2 **T-Profiler consensus motif analysis.** Data are shown for comparison of 2, 4, and 6 hours with 0 hours for both cell types (a–f) and for comparison of the two cell types at each time point (g–j). Only gene groups considered statistically significant (E<0.05) are shown (see [40]); red = upregulation, green = downregulation.
(XLSX) Click here for additional data file.

Table S3 **MatrixREDUCE consensus motif analysis.** Data are shown for comparison of 2, 4, and 6 hours with 0 hours for both cell types (a–f) and for comparison of the two cell types at each time point (g–j). The P-value provides an indication of confidence in the motif, which is calculated based on a t-value derived from an associated regression coefficient (F-value) (see [46]); red = upregulation, green = downregulation.
(XLSX) Click here for additional data file.

Table S4 **Gene-normalized hierarchical clustering of SBF and MBF targets.** The log_2_ values shown in this table were used to generate the heat maps shown in Fig. 4.

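The values of Table S4 were recomputed by subtracting from each array's value the median of the 8 WT values of the gene and averaging the replicates. With the authors' normalized values, all 752 values of the 94 SBF targets and all 888 values of the 111 MBF targets lay within 0.01 of Table S4. With marked spots left out, 736 of the 752 SBF values (97.9%) did, and the largest difference was 0.72.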

(XLSX) Click here for additional data file.

Table S5 **Overlap of SBF and MBF sets with known meiosis-related gene sets.** Gene sets defined as SBF or MBF targets during the cell cycle were compared with gene sets defined by meiosis-related promoter elements to determine the degree of overlap. Numbers of genes in each set are shown, with “Both” indicating those genes that both respond to the cell cycle regulator and contain the indicated meiosis-related element. Statistical analysis to determine whether meiosis-related elements were differentially represented in the repressed (log_2_ (2 h/0 h)<0) or induced (log_2_ (2 h/0 h)>0) subsets of SBF or MBF target sets is shown in the bottom table (restricted to cases in which the “Both” category described above is >4). Further analysis includes comparison of subsets that are targeted by only SBF or MBF during the cell cycle with those that are targeted by both. R = A or G, W = A or T.
(XLSX) Click here for additional data file.

Table S6 **Consensus motif analysis of SBF targets.** The repressed (log_2_ (2 h/0 h)<0) and induced (log_2_ (2 h/0 h)>0) subsets of the SBF target gene set were analyzed for consensus promoter motifs through the MUSA algorithm [48]. Motifs are shown, along with the number of genes in the set (quorum) that contain this motif. The P-value indicates the probability that the motif would occur by chance, and motifs for which P<0.001 are shown.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

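Total RNA of WT (DSY1089) and *ime2Δ* (YGB221) cells at 0, 2, 4, and 6 h after meiotic induction was measured on 16 single color Agilent arrays, with 2 replicates in each of 8 groups. Samples were grouped by the strain, time, and replicate given with each array. The authors made the spot intensities with the scanner's feature extraction software, which subtracted background and detrended the signal, and deposited these intensities without scaling between arrays. They also deposited log2 values normalized to the median of each array, and these served as an alternative. The main log2 values here are the mean over the 2 spots of a gene's probe of the log2 processed intensity, minus the median of the array, as in the paper's methods. Spots marked as non-uniform or population outlier were left out, and no spot was saturated. Each of the 6256 genes has 1 probe. *IME2* and *TRP1* were left out of counts and gene lists, as in the paper, which leaves 6254 genes.

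Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), fitted to the 8 groups together with 8 residual degrees of freedom and 4.58 prior degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. The comparisons were each later time against 0 h within a strain, WT against *ime2Δ* at each time, and the difference between the strains in the change from 0 h. Gene lists were tested against all other genes with camera at a preset correlation of 0.01, with the adjusted p taken over 38 set comparisons. At a preset correlation, camera takes its degrees of freedom from the genes and not from the arrays. The lists were also tested with camera at an estimated correlation and with fry, which sets a list against 0 and not against the other genes. The p-values of set tests are given after adjustment. The paper's signed-rank test over genes was run in its exact form, and the shared targets were compared by Fisher's exact test, both two-sided. A T-profiler t-value was recomputed as the set mean minus the mean of the other genes, divided by its standard error from the pooled variance, with set means and sizes from the paper's tables.

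The main comparisons, the alternatives, and the rule for the genes named were fixed before the data were examined. Under that rule the genes named are every gene the paper names in its results or discussion, of which 1 is not reported here, the SBF targets with the most negative change in WT cells, and the genes with the largest differences between the strains in the 2 h change among those past the threshold with the same sign in both replicates. The last were the 5 largest SBF targets, the 5 largest MBF targets, and the 5 highest and 5 lowest genes of the array, and not all of them are printed. The alternatives were scaling to the 75th percentile, quantile normalization, normexp background correction with an offset of 50, the authors' normalized values, a filter on dim probes, a replicate block, a fit to only the groups compared, an eBayes prior with trend and robust estimation, a minimum absolute log2 change of 1, other set tests, the median of a list in place of its mean, lists without shared targets or without histone genes, other definitions of targets not induced, and leaving out each array in turn. The plan named the spots' mean intensity for normexp, and the median intensity was used in its place.

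The replicate numbers stand for 2 independent experiments, and each number was hybridized on its own slide. To test whether the numbers pair the samples, the deviation of replicate 1 from its group mean was correlated across the 6256 genes between groups. Over the 28 pairs of groups, Pearson's r lay between 0.0752 and 0.535 with a median of 0.224, so samples of 1 number shared some variation, and the replicate block is reported as an alternative. Between 96.0% and 98.8% of the genes were well above background on an array. The analysis was tested on simulated data in which 200 of 6254 genes were changed. The simulated noise was independent between arrays, without the variation that samples of 1 replicate number shared. The shares recovered and the false calls therefore hold for independent arrays only. For a log2 change of 1, 65.5% were recovered in the comparison of the strains at 2 h, with 9 false calls, and 1.50% in the difference between the strains in the 2 h change, with 0 false calls. For a log2 change of 2 these were 98.5% with 5 false calls and 93.0% with 12 false calls. A log2 difference of 1 between the strains in the change of a single gene is therefore mostly missed, and a gene that did not pass is not shown to be without a difference.

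Gene sets defined by promoter motifs were not rebuilt from sequence, and the motif searches, the gene function mapping, and the published time courses were not used here. The experiments on protein levels, DNA content, and *whi5Δ* cells were not analysed here.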

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

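The tests of explanations in this part were chosen only after the results were seen, while the comparisons of groups that they examine were planned.

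The first result is a difference between the strains, tested as such. The log2 change from 0 to 2 h was higher in WT than in *ime2Δ* cells by a mean of 1.09 for the SBF targets and of 0.93 for the MBF targets. A difference at 0 h alone would leave no difference at 2 h, but at 2 h the SBF targets were higher in WT cells by 0.89. Scaling of whole arrays moves all genes alike, and the SBF mean exceeded that of all other genes by 1.11. A constant effect of each strain's slide column cancels in a change within a column, and the mean was at least 0.93 for each list in each replicate. Without the histone genes the SBF mean was 0.97. With 1 array left out, the lowest mean of a list was 0.86, for MBF targets without the first *ime2Δ* replicate at 0 h. Signal near background does not account for it, since all 169 targets were well above background on every array. A plain shift of *ime2Δ* cells in time by 4 h would put them at the WT level of 2 h at 6 h, but both lists were lower, the MBF targets by 0.78. Shorter shifts were not tested. The value at 6 h does not decide them, because the MBF mean in WT cells itself changed by −0.52 from 2 to 6 h. A shorter, longer, or less synchronous delay of *ime2Δ* cells stays open. An effect of single array positions that repeats on both slides also stays open. It cannot be told apart from the strain and time, because 0 slides had another layout. A need for *IME2* in the early induction of these targets is a candidate explanation that none of these values excludes.

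The difference between the strains in the MBF targets also changed with time. From 2 to 6 h it changed by a mean of −0.85 log2 units (−0.76 and −0.94 in the replicates, camera adjusted p = 9.13e-08), which held under fry (adjusted p = 0.000154) but not with an estimated correlation between genes (adjusted p = 0.191). Under the other scalings and background corrections the mean change was never smaller in size than −0.83. A rise in *ime2Δ* cells alone does not account for it either, because the MBF mean in WT cells changed from 2 to 6 h by −0.51 or more in size under each scaling. Both a fall in WT cells and a rise in *ime2Δ* cells may therefore contribute. Positions on the slide remain open here as well.

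Genes outside both lists, which the paper does not discuss as a group, also changed differently in the strains from 0 to 2 h. For 97 of them the log2 change was higher in WT than in *ime2Δ* cells, and for 54 it was lower. The highest were *ATR2* (YMR279C), with a difference of 4.04 (standard error 0.29, limma adjusted p = 1.36e-05), *PLM2* (YDR501W) with 3.73, and *LDS2* (YOL047C) with 3.46, where WT cells changed by 0.20 and *ime2Δ* cells by −3.26. The lowest was *THI4* (YGR144W) with −2.66 (standard error 0.35, limma adjusted p = 0.00129), which was higher in WT cells by 2.15 at 0 h. Each had the same sign in both replicates. Without the first *ime2Δ* replicate at 0 h the counts were 30 and 12, and with a replicate block 148 and 141. Noise between arrays does not carry over between replicates. The 97 genes with the highest difference in 1 replicate had a mean of at least 1.33 in the other, and the 54 lowest a mean of −1.13 or further below 0. A difference at 0 h alone is also excluded as the whole cause for these sets, since the highest genes of 1 replicate differed at 2 h in the other by at least 1.63 and the lowest by −0.61 or further below 0. The lowest genes were higher in WT cells at 0 h by 0.52 and 0.67, so part of their difference may come from 0 h. Of the 97 genes, 85 were well above background on all arrays. For the other 12, signal near background cannot be told apart from a change, since some of their values lie near it.

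At 0 h, 293 genes differed between the strains, a comparison the paper reports through gene sets and promoter motifs. Noise between arrays is not the whole cause, because the difference correlated across genes between the replicates with Pearson's r of 0.768. As genes of later meiosis, the 100 genes that rose most from 2 to 6 h in WT cells in 1 replicate were read in the other. At 0 h, 93 and 92 of them were higher in WT cells, by medians of 1.83 and 1.70. A higher background in the slide column of WT would raise all dim genes, but 100 equally dim genes that do not rise differed by a median of at most 0.0965. Some expression of genes of later meiosis in WT cultures at 0 h is a candidate explanation for these genes. Their difference grew to medians of 5.44 and 5.51 at 4 h. A constant effect of the slide column on single genes cannot be told apart from the strain. The 0 h difference of replicate 1 correlated with the 2 h difference of replicate 2 (r = 0.410), and that of replicate 2 with the 2 h difference of replicate 1 (r = 0.590). Either would give this, and WT stood in the same column on both slides. Of the 204 genes higher in WT cells at 0 h, 113 also passed at 2 h, and of the 89 lower genes, 16 did. A gene that did not pass at 2 h is not shown to be without a difference, so these counts do not decide it. Without the first *ime2Δ* replicate at 0 h, 80 genes passed.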

How the results depend on the processing

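No test in this part was chosen after the results were seen. For every result named here as changed, the cause was not tested unless it is stated.

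Of 31 results that answer a comparison, the mean differences between the strains of SBF and MBF targets at 2 h and in the 2 h change, the signed-rank tests, and the Fisher tests kept their direction and their side of the threshold under all alternatives run for them and with each array left out. The difference in the 2 h change lay between 0.97 and 1.13 for SBF targets and between 0.84 and 1.04 for MBF targets under the alternatives. With 1 array left out it lay between 0.99 and 1.19 and between 0.86 and 1.01. The authors' normalized values, quantile normalization, and the filter on dim probes changed no direction and no call of a test among the 31, and moved no count by more than 1.5 times.

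Counts of genes moved more. With normexp, 179 genes differed at 0 h (293 in the main analysis), and 124 in the 2 h change (208), of which 57 higher and 28 lower lay outside the lists (97 and 54). With a replicate block the counts were 581 at 0 h, 362 in the 2 h change, and 148 and 141 outside the lists, and the replicate block changed no other call among the 31. Fitting only the groups compared gave 99 genes at 0 h, from fewer arrays to estimate the spread. A minimum absolute log2 change of 1 gave, by its construction, fewer genes: 1605 from 0 to 2 h in WT and 1197 in *ime2Δ* cells, and 188, 482, 981, and 2421 between the strains at 0, 2, 4, and 6 h.

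The estimated correlation between genes took several set tests past an adjusted p of 0.05 with their means unchanged. These were the SBF targets from 0 to 2 h in WT (0.62, adjusted p = 0.191) and *ime2Δ* cells (−0.47, adjusted p = 0.297) and between the strains at 0 h (−0.20, adjusted p = 0.418) and 6 h (0.73, adjusted p = 0.418). They were also the MBF targets in *ime2Δ* cells from 0 to 2 h (0.39, adjusted p = 0.279) and from 2 to 6 h (0.33, adjusted p = 0.191) and between the strains at 0 h (0.18, adjusted p = 0.427). Under fry, both lists at 0 h were past 0.05 (−0.20, adjusted p = 0.136, and 0.18, adjusted p = 0.0799), and the MBF difference at 6 h was below it (0.26, adjusted p = 0.0142). That difference was −0.020 when scaled to the 75th percentile and −0.10 as a median over genes. The change of the SBF targets in *ime2Δ* cells from 2 to 6 h was 0.01 in the main analysis, −0.11 without the shared targets, and −0.022 without the histone genes. Called by limma, 18 SBF and 4 MBF targets were not induced in WT cells, since the definition asks for more.

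With each array left out in turn, the lone array of its group was assumed to vary like the other groups. Genes that differed then numbered from 80 to 347 at 0 h, from 381 to 934 at 2 h, from 972 to 2058 at 4 h, and from 65 to 246 in the 2 h change. Outside the lists the range was 30 to 112 for higher and 12 to 80 for lower genes. The lowest counts at 0 h and in the 2 h change came without the first *ime2Δ* replicate at 0 h. The mean at 0 h ranged from −0.30 to −0.10 for SBF and from 0.11 to 0.25 for MBF targets, and the SBF change in *ime2Δ* cells from 2 to 6 h from −0.072 to 0.10.

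Among the 52 results for single genes, the sign of small differences changed with 1 array left out. The difference in the 2 h change ranged from −0.67 to 0.16 for *IME1*, −0.13 to 0.36 for *SIC1*, −0.036 to 0.35 for *SWI4*, and −0.88 to 0.33 for *YPS3*. For *IME1* between the strains they were −0.14 to 0.69 at 0 h and −0.059 to 0.10 at 2 h. None of these passed the threshold in the main analysis. Other differences passed there and kept their sign, but lost their call without some arrays. They were those of *YHR210C* (−2.56 to −1.89) and *YOR376W* (−2.81 to −1.74) in the 2 h change, and of *TRP1* between the strains at 0 h (WT minus *ime2Δ*, −1.39 to −1.02).

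Several alternatives were not run. Those on promoter motifs need a genome, every gene has 1 probe so that no choice between probes arises, and a slide block is the same as the replicate block. At least 96.0% of the genes were well above background on each array, but the counts that moved with normexp depend on the treatment of background.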

Differences from the paper's values

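The mean ratios of the SBF and MBF targets, the sizes of the lists, and the Fisher p-values of the shared targets did not differ from the paper's beyond the spread between replicates or by more than 1.5 times. The recomputed T-profiler t-values have no error of their own. All 123 had the sign of the paper's value, and they differed from it by up to 1.59, for the AAAATTT set between the strains at 6 h (−5.91, where the paper's value is −4.32). The largest ratio was 1.48, for CRCGAAA in *ime2Δ* cells at 2 h (1.04, where the paper's value is 0.70). The count of SBF targets not induced in WT cells was 29, where the paper's is 30. The authors' normalized values, an alternative set before the data were examined, gave 30.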

Other observations

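The tests of explanations in this part were chosen only after the results were seen, while the values of single genes were planned.

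The T-profiler t-value of the TAGCCGC set was higher in *ime2Δ* than in WT cells, while the paper's set means are not (0.467 and 0.457 at 2 h, 0.695 and 0.614 at 4 h, 0.745 and 0.648 at 6 h). With the WT spread over all genes in place of their own, the *ime2Δ* t-values were 6.14 at 2 h and 5.67 at 4 h, below the WT values of 6.29 and 5.90. A smaller spread over all genes may therefore account for the higher t-value of this set at these times. At 6 h the *ime2Δ* t-value with the WT spread was 4.52 and stayed above the WT value of 3.92, so the spread is not the whole cause there. With spread and size alike, only the distance of the set mean from the mean of the other genes is left. The set mean was lower in *ime2Δ* cells, while the mean over all genes was 0.11 in WT and −0.08 in *ime2Δ* cells. The rest of the difference at 6 h therefore comes from the other genes. Treated alike at 2 h, GCGGCTA and TSGGCGGCTAWW in *ime2Δ* cells (7.57 and 8.92) stayed above WT (7.08 and 8.17), while TCGGCGG (7.15) did not (7.21). At 4 h, GCGGCTA and TSGGCGGCTAWW (6.98 and 7.75) were below WT (8.32 and 8.64). No biological explanation was tested.

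The SBF targets not induced in WT cells at 2 h were read for a dependence on *IME2*. Targets below 0 in 1 replicate and read in the other had a mean difference between the strains in the 2 h change of 0.24 and −0.12. This does not decide whether they depend on *IME2*, because the split by the change in WT cells enters the difference, and 14 of the 29 targets were above 0. Single targets differed between the strains at 2 h itself, where *CIS3*, *CRH1*, and *TOS7* were lower in WT cells by log2 differences of −1.12, −1.16, and −1.33 (limma adjusted p = 0.00916, 0.00645, and 0.0124).

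The genes on 1 side of *IME2* were lower in WT than in *ime2Δ* cells from 2 h on. At 0 h neither passed, with −0.69 for *YJL107C* and −0.54 for *PRM10* (limma adjusted p = 0.249 and 0.0979). *YJL107C* differed by −1.04 at 2 h and −1.51 at 6 h (limma adjusted p = 0.0495 and 0.00127), and *PRM10* by −1.04 and −1.48 (limma adjusted p = 0.00129 and 1.09e-05). Over all times they ranked 110 and 121 from the lowest of 6254 genes. An effect of the deletion on the genes beside it is a candidate explanation, while an effect of the slide column on these probes stays open. *SET4*, on the other side, ranked 5160 and was higher in WT cells by 0.81 at 4 h and 1.49 at 6 h (limma adjusted p = 0.00356 and 1.03e-05). *PAM16*, on the same side as *SET4*, ranked 5619 and was higher in WT cells by 0.55 and 1.94 (limma adjusted p = 0.0323 and 1.20e-06). At 0 and 2 h neither *SET4* nor *PAM16* passed. These genes were named after their values were seen.

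Other genes that the paper names were read for the difference between the strains in the 2 h change. *RNR1* (YER070W) changed by 2.45 in WT and by −0.73 in *ime2Δ* cells (difference 3.18, standard error 0.32, limma adjusted p = 0.000242), and *CDC21* (YOR074C) by 3.33 and 1.76 (difference 1.57, standard error 0.28, limma adjusted p = 0.00870), each in both replicates. *RAD54* changed by 0.03 and −0.13 (difference 0.16, limma adjusted p = 0.820). *CLN2* differed by 1.96 (limma adjusted p = 0.0706), and passed with a replicate block (limma adjusted p = 0.0137), as did *CDC28* (0.90, 0.0706, and 0.0367 with the block) and *CDC7* (0.93, 0.129, and 0.0301). The difference of *CLB5* was 0.97, that of *CLN1* 0.78, that of *CLN3* −1.30, and that of *WHI5* 1.198 (limma adjusted p = 0.428, 0.290, 0.254, and 0.146), and none of these passed.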
